A study of Homo sapiens with 6 samples.

How the data were processed

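The 6 libraries of KM12 cells were compared by group, 3 labelled as overexpressing CDO1 and 3 as mock. KM12 is an established human colorectal cancer line. Per the labels' protocols, total RNA was extracted and libraries were made with an Illumina kit whose strand setting is not stated. Whether reads of a gene and of an antisense or overlapping partner were told apart is therefore unknown. Per the submitters' processing notes, the authors used STAR 2.5.1b and DESeq2 1.10.1 with the genome build GRCh38. The read counter and the annotation release are not given in the sources used here.

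The deposited table has 27134 genes by Ensembl identifier. Its signal columns are per-library gene counts divided by a size factor, as deposited by the authors, with the scale per library read from the values. The log2 fold change, the p-value and the adjusted p-value of each gene are the authors' deposited comparison of the groups, per the file headers. A fold change of that table is moderated: a refit of the recovered reads in DESeq2 1.42.0 with a fold change prior gave log2 fold changes with a Pearson's r of 0.99998 to the authors' over 15020 genes. Dividing each library by the value of 1 read gave whole reads in 100% of values within 0.001 of a read. The recovered reads total 17516640 to 22198173 per library, and size factors lie between 0.884 and 1.12. Every column of values per sample was mapped to a sample by its name.

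Because the values were normalised and not raw, the main test was limma 3.58.1 (trend) on log2 of the normalised count plus 1, for genes with a mean of at least 1, with group as the term and Benjamini-Hochberg adjustment at 0.05. A fold change on this scale understates that of low genes. The design written before the data were examined named edgeR's quasi-likelihood test for raw counts and limma for normalised values. edgeR 4.0.16 and DESeq2 on the recovered reads were added as alternatives after the unit was known. Fold values in the text are ratios of mean normalised counts. R was version 4.3.3.

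Gene names came from a reference name table that holds 26577 of the identifiers, and biotype, coordinates and GC content from GENCODE release 29 on GRCh38, which holds 26742. Its release may differ from the authors' annotation. The 34 gene lists were fixed before the data were examined, and 923 of their 980 entries matched a measured gene. They were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists with CDO1 left out, and again with an estimated correlation. Paralogs and pseudogenes, as in the ALPP, CNTNAP3B, GSTM, keratin and ribosomal protein families, may exchange reads.

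The genes named were set by a rule written before the data were examined: CDO1, then the 10 largest rises and the 10 largest falls among protein-coding genes past the threshold with no overlap of groups, and up to 4 members of each list with the smallest p, any other member being free to be named with its values. The rule asked for a mean of 100 counts, or 5 on a normalised scale, in the higher group. These values are normalised yet on the scale of counts, so both readings apply. The lead was given to 100 after the genes under both readings had been seen, and the genes of both are reported. Genes of the Y chromosome and XIST were left out of the named genes and plots, and some other genes that the rule picks are not named or labelled.

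The alternatives set beforehand were the filter on low values, the adjusted p, a minimum fold change, the pseudocount, protein-coding genes only, the replicate number as a block, each library left out, the authors' deposited adjusted p, and the list test's correlation, ranks and shared genes. Those chosen after seeing the data were edgeR (3 normalisations), DESeq2 with and without a prior, equal library totals, removal of each library's lowess trend with GC content (span 0.3), and removal of genes on a cancer panel list. The fits were tested on simulated data with the libraries' means and sizes: limma recovered 80% of 100 genes changed 1.5-fold and 97% of 100 changed 2-fold among 21777 genes, with 6.16% of its calls false, and edgeR 82% and 97% among 15178 genes, with 7.80% false. The simulation gave 211 calls in limma and 218 in edgeR, against 5229 and 5423 in the data, so its rates may not carry over. Intervals and limits from counts cover counting error only, since reads without molecular identifiers are not independent molecules.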

Results

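RNA was sequenced from KM12 cells, an established human colorectal cancer line, that overexpressed CDO1 or were mock controls, with 3 libraries per group. CDO1 encodes cysteine dioxygenase type 1, which oxidises cysteine to cysteine sulfinate, the entry to taurine and sulfate production. The cells were at passages 10 to 15. Reads assigned to genes totalled 20361155, 18544419 and 22198173 in CDO1 replicates 1, 2 and 3 and 22159756, 20490765 and 17516640 in mock replicates 1, 2 and 3. The labels do not say whether the 3 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical. Within each group every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 2.19 to 9.08 over genes, and all 6 were kept as separate samples. Between groups it was 17.4 to 27.9. The comparison asks which transcripts differ in level when CDO1 is overexpressed.

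CDO1 itself (ENSG00000129596, GRCh38 chromosome 5, 115804733 to 115816954) checked the labels. Its normalised count was 2483.91, 2336.28 and 2332.78 in the CDO1 libraries, from 2519, 2134 and 2540 reads. In the mock libraries it was 68.11 in replicate 1, from 76 reads, and 0 in replicates 2 and 3, where a count of 0 allows up to 3 reads, or 2.93 and 3.39 normalised counts, for counting error only. The mean was 2384 ± 86.3 (SD, n = 3) with CDO1 and 22.7 ± 39.3 (SD, n = 3) in mock, 105-fold higher. The log2 fold change in limma was 9.18 with an SE of 0.94 (adjusted p = 2.74e-07). It depends on the pseudocount because of the zeros, and it was 11.22 without mock replicate 1. In the authors' deposited table the log2 fold change of CDO1 was 0.09 with an adjusted p of 0.416, which is not past the threshold. Reads from an introduced copy and from the endogenous gene were not told apart here.

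**Figure D1:**
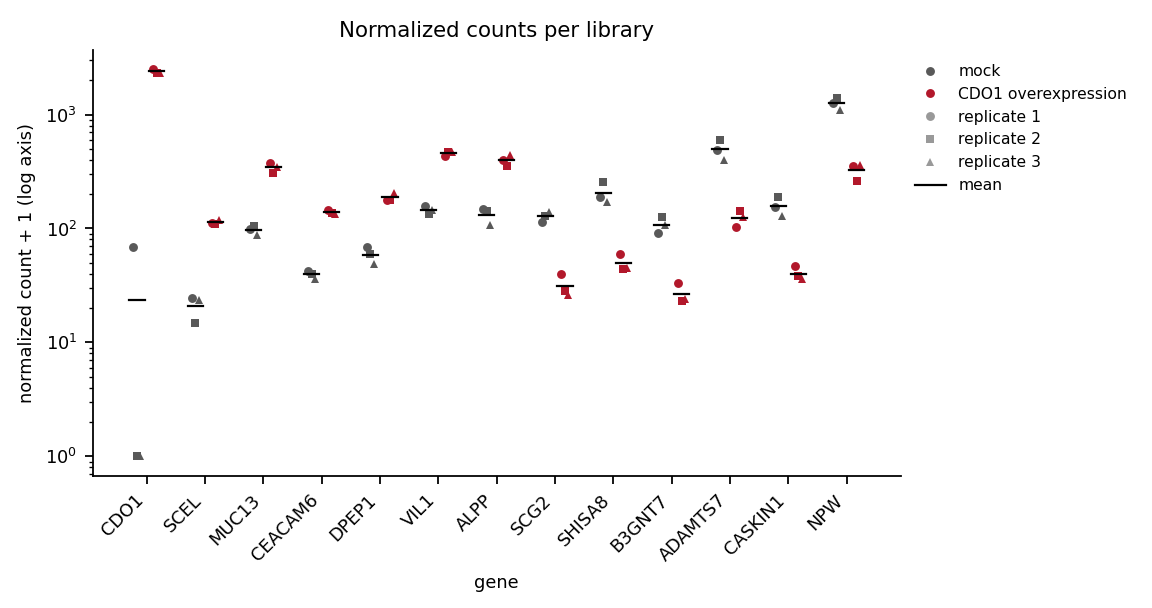
Normalised count plus 1 on a log axis for CDO1, 6 of the genes that rose most and 6 of those that fell most, with a point for each library (grey mock, red CDO1 overexpression, shapes for replicates 1 to 3) and a line at each group's mean. CDO1 lies at 2332.78 to 2483.91 in the CDO1 libraries and at 68.11, 0 and 0 in the mock libraries, and the groups do not overlap for any gene shown.

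In cells with CDO1, 22 of 31 epithelial junction and cytokeratin genes and 13 of 23 intestinal differentiation markers rose, and 13 of 29 immediate early and MAPK output genes fell. In these lists 1, 1 and 2 members went the other way, and with an estimated inter-gene correlation in limma's camera the epithelial list passed (adjusted p = 0.0337) and the intestinal and MAPK lists did not (0.117 and 0.176). SCEL, a precursor of the cornified envelope (ENSG00000136155, chromosome 13, 77535674 to 77645263), rose 5.70-fold, from 19.9 ± 5.39 to 113 ± 4.73 normalised counts (SD, n = 3). The transmembrane mucin MUC13 rose 3.57-fold, the adhesion protein CEACAM6 3.60-fold and VIL1, the actin bundler of microvilli, 3.15-fold. SCG2, the granule protein secretogranin II (ENSG00000171951, chromosome 2, 223596940 to 223602503), fell 4.20-fold, from 127 ± 12.7 to 30.2 ± 7.26 (SD, n = 3). NPW, which encodes neuropeptide W, fell 3.85-fold.

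By limma, 5229 of 21775 genes tested passed an adjusted p of 0.05, with 2467 higher and 2762 lower in the CDO1 libraries. With each library's GC trend removed the balance turned, to 3369 higher and 3054 lower, and with equal library totals it was 2068 and 3079. With an absolute log2 fold change of at least 1 as well, 1159 remained, of which 174 were higher and 985 lower. The groups did not overlap at all in 8087 genes (37.1% of those tested), where chance gives 10%. The first principal component held 36.7% of the variance and parted the groups, with CDO1 libraries at -45.2 to -40.5 and mock libraries at 35.6 to 46.6. The authors' deposited table has 4325 genes past the same threshold, 2073 higher and 2252 lower. Across genes with a mean of at least 100, the log2 fold change had a Spearman's rho of -0.232 with GC content. In single libraries the deviation from the mean had a rho with GC of -0.336, 0.0028 and -0.275 for CDO1 replicates 1 to 3 and 0.204, 0.523 and -0.237 for mock.

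**Figure D2:**
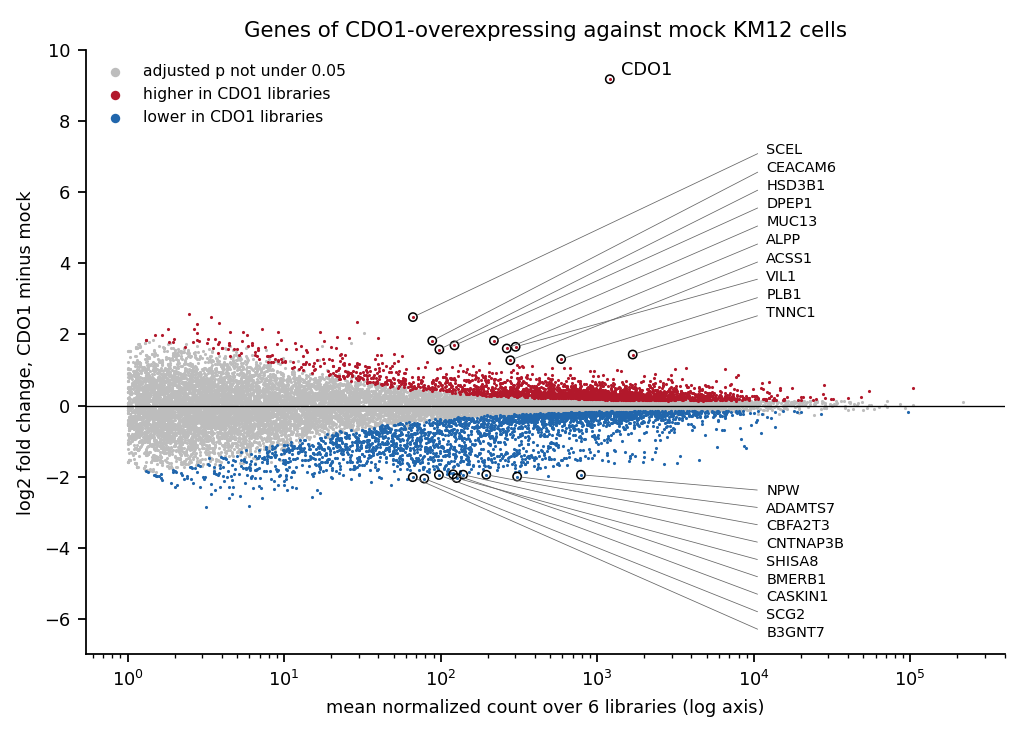
Log2 fold change (CDO1 minus mock, on log2 of the normalised count plus 1) against the mean normalised count over 6 libraries on a log axis, for genes tested outside the Y chromosome. Red and blue points are higher and lower at an adjusted p under 0.05 and circles mark CDO1 and the labelled genes, which are among those with the largest changes. CDO1 lies at 9.18, and falls of at least 1 are more frequent (985) than rises of that size (174).

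Among protein-coding genes with at least 100 normalised counts in the higher group, the 10 largest rises after CDO1 ran from a log2 fold change of 2.49 ± 0.21 (SE) for SCEL to 1.27 ± 0.11 for ACSS1, a mitochondrial acetyl-CoA synthetase. Between them lay MUC13 (1.83), CEACAM6 (1.82), the dipeptidase DPEP1 (1.69), VIL1 (1.65), the alkaline phosphatase ALPP (1.60), the steroid dehydrogenase HSD3B1 (1.58), the troponin subunit TNNC1 (1.44) and the phospholipase PLB1 (1.31). TNNC1 was the most abundant of them, at 2461 ± 23.2 against 910 ± 36.7 normalised counts (SD, n = 3). The largest adjusted p among these 10 in limma was 1.49e-06, for HSD3B1. The largest falls ran from -2.06 ± 0.18 (SE) for SCG2 to -1.94 ± 0.15 for BMERB1. Among those between them were SHISA8 (-2.04), the glycosyltransferase B3GNT7 (-2.02), the metalloprotease ADAMTS7 (-2.00), the synaptic scaffold protein CASKIN1 (-1.96), NPW (-1.95), the corepressor CBFA2T3 (-1.95) and CNTNAP3B (-1.95). All genes named here were past the threshold in limma and in edgeR and showed no overlap between groups. ALPP and CNTNAP3B have near-identical copies, so their reads may be split between paralogs.

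With a minimum of 5 normalised counts in place of 100, the ends of the list moved to scarce transcripts. SCEL, MUC13 and CEACAM6 stayed among the 10 largest rises, joined by SLC51B (log2 fold change 2.36), VAV3 (2.08), LRRIQ4 (2.06), SPINK4 (1.94), PPP1R14D (1.91), SCIN (1.89) and PECAM1 (1.78). SLC51B, a subunit of the basolateral bile acid transporter, stood at 49.5 ± 4.03 against 8.85 ± 0.972 normalised counts (SD, n = 3). The largest falls were EIF4E1B (-2.87), OR52D1 (-2.60), ZBTB8B (-2.57), FAM90A1 (-2.55), KLK13 (-2.50), NELL2 (-2.48), CSTA (-2.38), NXPH3 (-2.38), CFAP74 (-2.37) and TRAPPC2B (-2.34). ZBTB8B was at 3.61 ± 0.865 against 26.7 ± 7.77 (SD, n = 3), and CFAP74 had the highest mock mean of these 10, 27.7. VAV3, PECAM1, EIF4E1B, OR52D1, FAM90A1, KLK13, NELL2 and NXPH3 have an adjusted p of 1 in the authors' deposited table and were below edgeR's filter. That 1 may stand for a missing value and does not show a lack of difference. In the authors' comparison FAM90A1 has it at p = 0.0033, while CSTA, at a larger p of 0.0049, has an adjusted p of 0.021. EIF4E1B was at 0 in all 3 CDO1 libraries, and its log2 fold change is set by the pseudocount.

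Of 34 gene lists fixed before the data were examined, 12 passed an adjusted p of 0.05 in limma's camera with a preset inter-gene correlation. The estimated correlation lay below the preset 0.01 for p53 targets (-0.0225) and cholesterol synthesis (-0.0242). It lay above 0.01 for intestinal markers (0.0489) and MAPK outputs (0.059). All of these lost their call under that setting, so a higher correlation alone does not account for the losses. For the epithelial list the estimated correlation was 0.000138, also below 0.01, yet its unadjusted camera p rose from 3.41e-14 to 0.000991. A list shifted in the simulated data had a camera adjusted p of 7.47e-55 with the preset correlation and 0.0025 with an estimated one. A call lost under this setting therefore does not by itself show that the members of a list are correlated. With an estimated correlation 1 list held, that of epithelial junction and cytokeratin genes. Its 31 measured members gave 22 that rose, 1 that fell and 8 that did not pass (23 and 1 adjusted over the list alone), with camera adjusted p = 1.16e-12 and adjusted p = 0.0337 with an estimated correlation. CDH1, the E-cadherin of adherens junctions, rose from 8880 ± 209 to 13811 ± 257 normalised counts (SD, n = 3). The intestinal cadherin CDH17 rose 1.85-fold, the keratin KRT20 1.95-fold and the desmosomal plakophilin PKP2 1.67-fold. The member that fell was ESRP1, an epithelial splicing regulator, 2.08-fold lower at 687 ± 26.9 against 1431 ± 34.5 (SD, n = 3). This list was past the threshold under each of the 23 alternative settings that alter the list values.

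**Figure D3:**
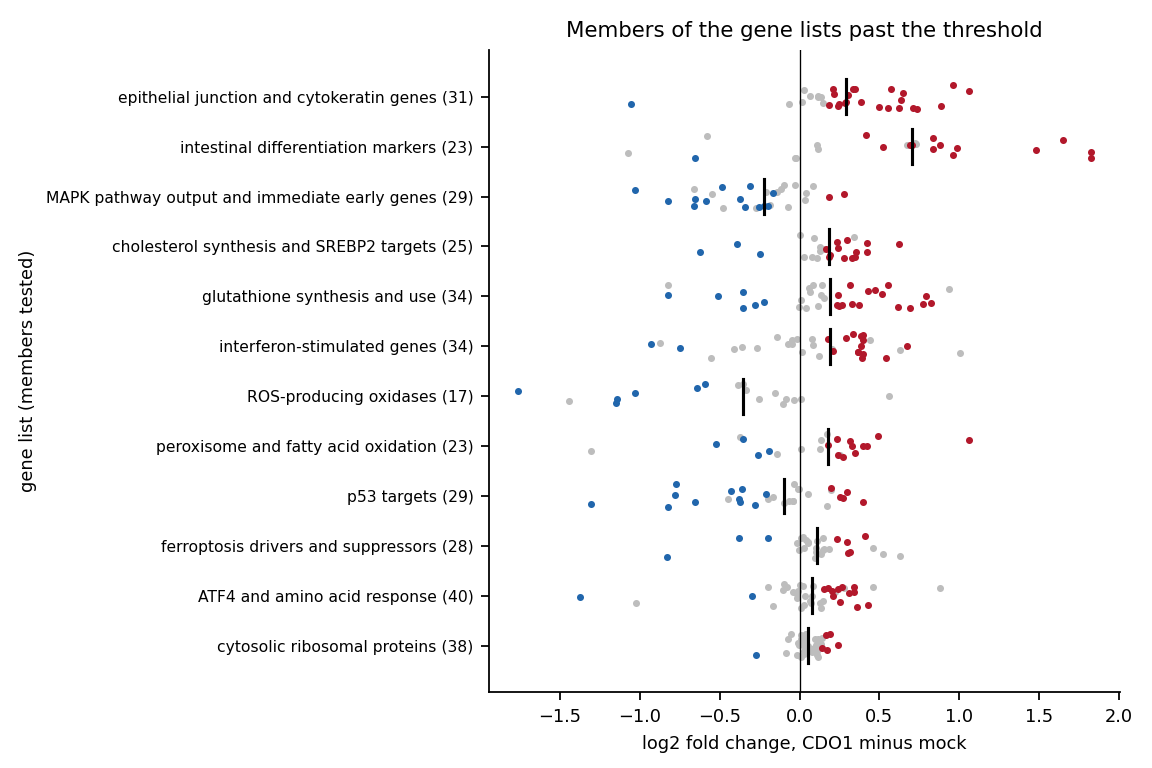
Log2 fold change (CDO1 minus mock) of each tested member of the 12 gene lists past the threshold, with the number of members in parentheses; red and blue points rose and fell at an adjusted p under 0.05, grey points did not pass, and black bars are medians. The median is 0.70 for intestinal differentiation markers, 0.29 for epithelial junction genes and -0.22 for MAPK output genes.

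Of 23 intestinal differentiation markers, 13 rose, 1 fell and 9 did not pass (13 and 1 adjusted over the list alone), with camera adjusted p = 4.64e-08 and adjusted p = 0.117 with an estimated correlation. Besides VIL1, MUC13, KRT20 and CEACAM6 these included the transcription factors HNF4A, 1.63-fold higher, and CDX2, 1.44-fold higher, and the secreted proteins AGR2, 1.62-fold higher, and TFF3, 1.79-fold higher. FCGBP, a goblet cell mucus protein, fell from 70.8 ± 20.9 to 43.5 ± 4.52 normalised counts (SD, n = 3).

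Of 29 immediate early genes and outputs of the MAPK pathway, 13 fell, 2 rose and 14 did not pass (14 and 2 adjusted over the list alone), with camera adjusted p = 6.43e-05 and adjusted p = 0.176 with an estimated correlation. The phosphatase DUSP4 fell 2.04-fold, from 1324 ± 84.9 to 649 ± 58.2 (SD, n = 3), the feedback inhibitor SPRY4 1.77-fold, and IER3 and EGR1 1.58-fold each. The 2 members that rose were FOSL2 (log2 fold change 0.28) and JUNB (0.19).

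Genes of cholesterol synthesis rose in most of the list. Of 25 members, 13 rose, 3 fell and 9 did not pass (16 and 3 adjusted over the list alone), with camera adjusted p = 0.00016 and adjusted p = 0.117 with an estimated correlation. HMGCS1, which makes the HMG-CoA of the pathway, rose 1.54-fold, from 2067 ± 95.3 to 3177 ± 21.0 (SD, n = 3), ACAT2 1.34-fold and the lanosterol synthase LSS 1.28-fold. Among those that fell, MVD and PMVK, enzymes of the mevalonate steps, did so by 0.39 and 0.25 on the log2 scale.

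Among genes of glutathione synthesis and use, 16 of 34 rose, 6 fell and 12 did not pass (18 and 7 adjusted over the list alone), with camera adjusted p = 0.0016 and adjusted p = 0.176 with an estimated correlation. The glutathione transferase GSTM3 rose 1.77-fold, GSTM4 1.53-fold and IDH1, a source of NADPH, 1.47-fold, while OPLAH, which returns 5-oxoproline to glutamate, fell 1.78-fold. The GSTM genes are close paralogs and may share reads. GCLC and GCLM, the subunits of glutamate-cysteine ligase, had log2 fold changes of 0.15 (adjusted p = 0.062 in limma) and 0.14 (adjusted p = 0.16). Interferon-stimulated genes gave 14 of 34 that rose, 2 that fell and 18 that did not pass (16 and 3 adjusted over the list alone), with camera adjusted p = 0.0054 and adjusted p = 0.202 with an estimated correlation. OAS1 rose 1.60-fold, HERC6 1.45-fold and PARP14 1.32-fold, and the 2 that fell were IFI35 and IFI27.

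Of 17 genes for oxidases that produce reactive oxygen species, 6 fell and 11 did not pass (6 fell and 1 rose adjusted over the list alone), with camera adjusted p = 0.0107 and adjusted p = 0.176 with an estimated correlation. DUOX1, a hydrogen peroxide producing oxidase, fell from 187 ± 14.6 to 83.5 ± 6.32 (SD, n = 3). The monoamine oxidases MAOA and MAOB fell by 1.15 and 0.59 on the log2 scale and the spermine oxidase SMOX by 0.64. In peroxisomal and fatty acid oxidation, 11 of 23 members rose, 4 fell and 8 did not pass (12 and 4 adjusted over the list alone), with camera adjusted p = 0.0136 and adjusted p = 0.225 with an estimated correlation. The mitochondrial thiolase ACAA2 rose 2.08-fold, from 2413 ± 231 to 5022 ± 373 (SD, n = 3), and CPT1A, which brings long-chain acyl groups to the mitochondrion, fell 1.44-fold.

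Of 29 p53 targets, 11 fell, 5 rose and 13 did not pass (12 and 6 adjusted over the list alone), with camera adjusted p = 0.0198 and adjusted p = 0.176 with an estimated correlation. The cell cycle inhibitor CDKN1A fell 1.72-fold, from 2512 ± 97.8 to 1460 ± 59.0 (SD, n = 3), PHLDA3 2.49-fold and FDXR 1.71-fold, while PERP rose 1.32-fold. The call ended in the rank test (adjusted p = 0.0685), with protein-coding genes only (0.0527) and without genes of a cancer panel list (0.167), which takes members out of it.

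The remaining 3 called lists passed narrowly, at a camera adjusted p of 0.0259 each. The ATF4 and amino acid response list had 12 of 40 members that rose and 2 that fell (12 and 2 adjusted over the list alone; adjusted p = 0.326 with an estimated correlation), among them the proline synthesis enzyme ALDH18A1, 1.29-fold higher, and STC2, 2.57-fold lower. Ferroptosis drivers and suppressors had 5 of 28 that rose and 3 that fell (8 and 3 adjusted over the list alone; adjusted p = 0.326 with an estimated correlation), with the ferritin chain FTH1 1.33-fold higher and SAT1 1.30-fold lower. Cytosolic ribosomal proteins had 5 of 38 that rose and 1 that fell (3 and 1 adjusted over the list alone; adjusted p = 0.745 with an estimated correlation), and their adjusted p was 0.105 without mock replicate 1, 0.1 without mock replicate 2 and 0.0898 without CDO1 replicate 2. The ATF4 list was at 0.0655 without CDO1 replicate 2 and 0.0882 without mock replicate 3, and the ferroptosis list at 0.0679 without CDO1 replicate 3. The ATF4, ferroptosis and ribosomal lists were at 0.0568, 0.0555 and 0.11 with equal library totals and at 0.0527, 0.0527 and 0.057 with protein-coding genes only. With each gene in its first list only, the ferroptosis list was at 0.112. With the genes that edgeR's filter kept, all 3 were at 0.0535, and with library totals in edgeR at 0.0733, 0.0733 and 0.139.

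The other 22 lists did not pass as lists, though members of them did. Over the 23 alternative settings that alter the list values NRF2 targets passed in 8 (adjusted p = 0.0379 in limma's camera on the authors' deposited p-values with the sign of the change), mesenchymal genes in 3 (0.00424 there), mitochondrial mRNAs in 3, and the respiratory chain and NF-kB genes in 1 each. In cysteine and taurine metabolism without CDO1, 6 of 19 members rose and 2 fell (7 and 2 adjusted over the list alone; camera adjusted p = 0.109). The glutamate and cysteine transporter SLC1A1 rose by 0.42 on the log2 scale, the sulfurtransferase TST by 0.33 and the taurine transporter SLC6A6 by 0.24, while ADO, the other thiol dioxygenase, fell by 0.24 on the log2 scale and SUOX, sulfite oxidase, by 0.26. CSAD, which decarboxylates cysteine sulfinate, had a log2 fold change of -0.06 ± 0.14 (SE), and the cystine transporter SLC7A11 stood at 294 ± 20.7 against 297 ± 6.96 normalised counts (SD, n = 3). NRF2 targets had 13 of 32 that rose and 4 that fell (14 and 5 adjusted over the list alone; camera adjusted p = 0.0559), with ME1 1.54-fold higher and AKR1B1 2.52-fold lower. The list of other antioxidant enzymes also holds TXNIP, the thioredoxin-interacting protein. Of its 26 members 7 rose and 2 fell (8 and 4 adjusted over the list alone, camera adjusted p = 0.19), with TXNIP 1.97-fold higher and MSRB3 2.59-fold lower.

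Mesenchymal genes had 12 of 31 that fell and 6 that rose (14 and 6 adjusted over the list alone; camera adjusted p = 0.19). The collagen VI chains COL6A1 and COL6A2 fell 2.99-fold and 2.95-fold and the crosslinking enzyme LOXL2 2.55-fold, and the collagen IV chain COL4A1 rose 1.83-fold. Wnt targets split evenly, with 5 of 26 higher and 5 lower (6 and 6 adjusted over the list alone; 0.799): the stem cell receptor LGR5 rose 1.95-fold and AXIN2 1.28-fold, and the Wnt inhibitor DKK1 fell 2.83-fold and CD44 1.84-fold. Matrix proteases had 6 of 27 higher and 5 lower (6 and 7 adjusted over the list alone; 0.807), with ADAM19 2.75-fold lower, from 2925 ± 89.9 to 1066 ± 63.3 (SD, n = 3). Fatty acid synthesis and lipid storage had 5 of 25 higher and 5 lower (6 and 6 adjusted over the list alone; 0.852), with the elongase ELOVL5 3.15-fold and the lipid droplet protein PLIN2 3.13-fold lower. Hypoxia and glycolysis had 8 of 37 higher and 6 lower (11 and 7 adjusted over the list alone; 0.509), and NF-kB genes 5 of 27 higher and 2 lower (7 and 2; 0.19). Apoptosis regulators had 9 of 32 higher and 2 lower (9 and 2; 0.267).

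Proliferation lists did not pass. In cell cycle and mitosis 4 of 36 genes rose and 6 fell (5 and 6 adjusted over the list alone; camera adjusted p = 0.873), and MKI67 stood at 9278 ± 537 against 9799 ± 162 normalised counts (SD, n = 3; log2 fold change -0.08, adjusted p = 0.3 in limma). In DNA replication 4 of 40 rose and 3 fell (3 and 2 adjusted over the list alone; 0.77), with CDT1 1.54-fold lower, and in MYC and ribosome biogenesis 2 of 33 rose and 3 fell (1 and 2; 0.892). The respiratory chain (6 of 40 higher, 2 lower; 6 and 2; 0.119), the unfolded protein response (7 of 25 and 1; 7 and 1; 0.78), heat shock and proteasome genes (3 of 28 and 6; 4 and 7; 0.892), the metal response (2 of 14 and 2; 2 and 3; 0.934) and mRNAs of the mitochondrial genome (1 of 13 and 2; 1 and 2; 0.267) did not pass either. The figures in each of these parentheses are members higher and lower over all genes, the same adjusted over the list alone, and the camera adjusted p. Mitochondrial mRNA took 0.683% to 0.954% of reads with CDO1 and 0.806% to 0.939% in mock.

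Lists of RNA quality and of other cell types did not pass. Replication-dependent histones had 1 of 18 higher, H1-2 at 1.74-fold (camera adjusted p = 0.799). The endothelial and kidney markers had PECAM1 higher by 1.78 and PAX2 lower by 1.78 on the log2 scale among 6 measured (0.873). Of 3 fibroblast markers COL1A1 fell (0.79), and of 5 leukocyte markers each had an adjusted p above 0.05 (0.892). Mock replicate 1 stood apart in several of these markers, with PDGFRA at 18.82 normalised counts against 0 and 0 in mock replicates 2 and 3, KDR at 47.50 against 0.98 and 0, PDGFRB at 59.15 against 27.31 and 19.23 and CSF1R at 51.08 against 20.48 and 18.10, which widens the spread of their tests. The median, mean and test of a list differed in sign for NRF2 targets, mesenchymal genes, NF-kB genes, hypoxia and glycolysis, fatty acid synthesis, heat shock, MYC and the fibroblast and leukocyte markers.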

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

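The edgeR, DESeq2, equal-total, GC and cancer panel settings were chosen after the data had been seen; the rest were set beforehand. Across the settings that kept an adjusted p of 0.05 and no minimum fold change, 4002 to 6423 genes passed, the highest after removal of the GC trend, and leaving out libraries gave 4002 (without CDO1 replicate 1) to 5492 (without mock replicate 3). An adjusted p under 0.01 left 3452 genes, 1543 of them higher, and 6 lists. An absolute log2 fold change of at least 1 left 1159 genes, 174 higher and 985 lower. Equal library totals gave 2068 higher and 3079 lower (40.2% higher against 47.2%), and removal of the GC trend 3369 and 3054 (52.45%). With an estimated correlation 1 list of 12 remained past the threshold in limma's camera, and the other settings at an adjusted p of 0.05 gave 8 to 14.

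CDO1 had a log2 fold change of 8.16 to 11.22 over the libraries left out, 6.57 in edgeR and 6.71 in DESeq2 without a prior. It was 0.0892 in the authors' deposited table and 0.08822 in DESeq2 with a fold change prior, neither past the threshold (adjusted p = 0.416 and 0.411, against 2.74e-07 in limma). With the replicate block in limma 5918 genes and 14 lists passed. Same-numbered libraries deviated together with r of -0.005, 0.026 and 0.006, and differently numbered ones with r of -0.028 to 0.021. In both groups, however, replicate 2 had the lowest share of mitochondrial mRNA (0.68% with CDO1 and 0.81% in mock). Replicate 2 also had the highest rho with GC content in both (0.0028 and 0.523). The numbers were not used as pairs in the main test, and whether they mark pairs stays open.

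Of 3332 values of 154 other named genes past the threshold over 22 settings, 3132 kept their side and direction, 200 kept the direction alone and 0 reversed. These genes were named from the same data, largely for passing clearly, so such stability was partly built in. Values of genes that a setting did not test are left out and not counted as lost. With a mean of at least 5, for example, 147 kept their side and 0 weakened. The minimum fold change accounted for 94 of the 200, an adjusted p of 0.01 for 21 and leaving out mock replicate 1 for 17. Depth limits which genes count models can test: edgeR's filter on low reads kept 15184 of 27134.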

Other observations

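Of the tests below, the scan of gene families, the overlap of library totals, the level of CDO1 in mock replicate 1, the odds ratio of panel genes and the level of rarely expressed genes in mock replicate 1 against the CDO1 libraries were chosen only after the result was seen; the panel list was compiled from general knowledge after some of the genes concerned had been seen, and 6 genes added to it last were taken out again, and the trend with GC content had been seen before its removal was tested. In a scan of 322 families of gene symbols (644 one-sided Fisher's exact tests, Benjamini-Hochberg adjusted), 3 families passed; the scan took protein-coding genes with a mean normalised count of at least 20. An earlier version of this scan and a scan by chromosome were also run, and the adjustment does not count them. Collagens were lower in the CDO1 libraries: 12 of the 19 scanned fell and 3 rose (adjusted p = 0.0165), against 18.8% falls over the 12240 genes scanned. COL6A1 fell 2.99-fold, COL18A1 2.88-fold and COL12A1 2.18-fold, while COL4A1 rose 1.83-fold, COL4A2 1.70-fold and COL16A1 1.63-fold. Of 9 carbohydrate sulfotransferases of the CHST family scanned, which add sulfate to glycosaminoglycans, 7 fell (adjusted p = 0.0446), with CHST2 4.88-fold, CHST6 2.99-fold and CHST15 2.37-fold lower. Of 16 myosin genes scanned, 10 rose (adjusted p = 0.0321), among them MYO1E 1.60-fold, MYO18A 1.31-fold and MYO5B 1.23-fold. The scan counts calls without regard to abundance. MYO6 passed at a log2 fold change of 0.24 and a CDO1 mean of 3278, and MYO1F did not at 0.22 and 30.0. The scan also takes genes as independent, which members of a family, such as COL6A1 and COL6A2, may not be. Medians kept their sign in each family under equal library totals, at -1.14, -0.97 and 0.25.

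For the number of genes past the threshold, after removal of each library's trend with GC content, 95.74% of the 5229 genes stayed past the threshold with the same sign, which argues against that trend as the whole cause. The ranges of total reads of the groups overlapped by 98.9% of the smaller range, which argues against library size. The real grouping gave 5229 genes in limma (7452 at an unadjusted p under 0.05) and 5423 in edgeR, and the highest of the other 9 groupings 0 in limma (317 to 878 unadjusted) and 0 in edgeR. Only 1 grouping of 10 was as large, and 10 groupings cannot give a share under 0.1, so chance cannot be judged from them. Whether the genes respond to CDO1 or differ between separately derived cell populations stays open and was not tested.

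CDO1 was past the threshold in limma but not in the authors' deposited table. Its 76 reads in mock replicate 1, together with a fold change prior, are a candidate cause: in DESeq2 with a prior its adjusted p was 0.411 with 6 libraries and 5.63e-291 (log2 fold change 6.32) without that library, while without a prior CDO1 passed with all 6 (log2 fold change 6.71, adjusted p = 0.0241). A wrong label of mock replicate 1 is argued against, since its CDO1 was 2.86% of the mean of the CDO1 libraries. Reads or cells of the CDO1 group in that library would shift its other genes toward that group by a like share, and the shift was -1.09% of the distance, while mock replicates 2 and 3 differed by 14.4% along the same axis. A share of 2.86% therefore cannot be told apart from none, and the source of the 76 reads stays open.

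The genes examined were 1549 protein-coding genes with at most 3 reads in mock replicates 2 and 3 together, a low level set by this selection. Of these, 28 of 39 cancer panel genes (71.8%) and 45 of 1510 others (2.98%) had 10 or more reads in mock replicate 1. The odds ratio was 81.7 (95% interval 36.8 to 194, Fisher's exact test). In CDO1 replicates 1, 2 and 3, 6, 2 and 8 of the panel genes (15.4%, 5.13% and 20.5%) reached 10 reads, against 9, 3 and 6 others. The odds ratios there were 30 (95% interval 8.29 to 101), 26.9 (2.19 to 242) and 63.6 (18.2 to 236). The panel list was compiled after some of these genes had been seen. On the panel list ALK (110 reads), ROS1 (76) and GRIN2A (68) led, though LRP1B (132) and LRP2 (128), which are not on it, had more. Reads increased with coding length across the 73 genes (Spearman's rho = 0.626, permutation p = 1e-05, the smallest the permutations can give; genes are not independent replicates), as reads of any fragmented RNA do, so this does not tell a capture of cancer genes from other RNA, and where these reads came from stays open. RNA from cells of another tissue is argued against. At 10 or more reads were 0% of each list of 12 transcripts abundant in blood, liver, brain or fibroblasts and endothelium. Of the 12, 4 to 9 were in the table. A response to CDO1 was examined in 22 genes with 10 or more reads in a CDO1 library, chosen without mock replicate 1 or the panel list. Of these, 16 (72.7%) were higher in mock replicate 1 than in every CDO1 library. They were all 11 on the panel list and 5 of the 11 not on it. The margin was small for ERG (15 reads against at most 11), CSMD1 (15 against 12) and IGF1 (13 against 11). For these and for the other 6 of the 22, a response to CDO1 stays open. It stays open for the rest of the 16 as well, because the comparison rests on mock replicate 1 alone, and the source of its reads is open. ALK, for example, had 20, 13 and 28 reads in CDO1 replicates 1 to 3. It had 0 and 1 in mock replicates 2 and 3, where the selection keeps reads low. Without panel genes 5145 genes passed in limma, including every gene of the 5229 that is not on the panel list.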
